A study of Escherichia coli with 6 samples.

How the data were processed

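The series holds RNA sequencing of Escherichia coli MG1655 in 3 strains, a wild type, a dksA mutant that carries a chloramphenicol cassette in the gene, and a dksA greA double mutant that also carries a kanamycin cassette in greA. Each strain was sampled before and 5 min after a shift from rich LB medium to a MOPS minimal medium with 4 g per l glucose, 0.1 mM phosphate and 0.1 mM uracil. The shift included a spin, a rinse in buffered saline and a further spin, per the labels' protocols. The comparison before against after therefore does not separate the change of medium from the handling. Each strain and time has 1 library, so there are 6 libraries and no replicates. Groups were taken from the sample titles, and every per-sample column of the tables was matched to a sample by its name.

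Per the labels' protocols, ribosomal RNA was reduced, libraries were strand-specific, and single-end reads of 75 nt were made. The aligner, the counter, the genome build and the test behind the p-values are not stated in the labels or the file headers. The authors deposited 3 tables, 1 per strain, each with the library before and the library after. Per the file headers they hold raw counts, normalized counts, RPKM, an expression value, a p-value and a q-value. The deposited raw counts behave as estimated counts that were rounded down: at least 96.9% of low raw counts equalled the rounded-down value recovered from the normalized column, while at most 42.2% of those recovered values were whole. They were used as whole numbers as deposited. The authors' normalized counts are a score, the raw counts times a factor per library that sets the 75th percentile of features above 0 near 100000. The deposited RPKM column is a score too, since its values were rounded down to whole numbers. The deposited expression value is a score equal to the normalized count divided by the feature's length, in whole numbers. These scalings were worked out from the values. Each table may have been normalized separately, so responses were computed inside a table, and levels compared across tables carry that limit.

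The tables list 4318 annotated features, of which 4140 are protein-coding genes and 22 are rRNA genes. By locus tag, 4314 features matched the assembly ASM584v2, and 4258 of them had the same start and end there. Since no build is stated, coordinates are given as the files give them, on the single E. coli chromosome. Reads on near-identical copies, such as gadA and gadB or the rRNA operons, and on overlapping genes may be shared, since the counting rule is not stated.

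The response of a gene was log2((after + 1)/(before + 1)) on the deposited expression value. The pseudocount understates the change of genes with low values. Protein-coding genes with a value of at least 50 in one or both libraries of a strain were counted, and a change of at least 2-fold was called higher or lower. Comparisons between strains used genes with at least 50 in any of the 6 libraries. No test was run across conditions and no p-value was computed. A gene set its strain apart when the other strains changed in the same direction by at least 2-fold and it differed from each of them by at least 2-fold. For single genes, a 95% Clopper-Pearson interval of the share of raw counts in the later library was turned into a log2 ratio with the libraries' scaling factors. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules. A fold against a library at or under 3 counts was computed against 3 counts and is a lower bound on the ratio of the counts seen. It is not the limit of the counting interval, which can reach smaller changes.

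The 10 gene lists were fixed from gene function. Each list's median was placed among the medians of 10000 random lists of the same size, matched on deciles of mean expression, and the central 95% of those medians is called the random range. Over 50 list comparisons, 2.5 would fall outside by chance if lists were independent. Genes named in the text were fixed by rule: a set of genes for the deleted factors, polyphosphate enzymes, ppGpp synthesis and sigma factors; the 5 highest and 5 lowest changes per strain; and up to 5 genes per direction that set the dksA strain apart with the largest smaller gap. Insertion sequence genes, rRNA and tRNA were left out of the sets chosen by their change. Groups, designs, lists, naming rules and alternatives were fixed before the data were examined, and later additions are marked here or where they appear. The counting intervals, the overlap of called genes, the number of genes in which dksA was the weakest or the strongest strain, the setting of counts at or under 3 to 3 for genes that set a strain apart, the comparison of dksA greA with wild type before the shift, and the simulated libraries with a common response were added after the data were seen. The simulated libraries took each gene's mean response over the strains, drew counts with Poisson error, and in addition used an assumed coefficient of variation of 0.2 between libraries. Strain levels before the shift were compared after subtracting the median log2 ratio over counted genes.

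The procedures were tested on simulated data drawn from the real genes and library sizes. All 200 changed genes were recovered in each strain, over 1887, 1883 and 1891 counted genes. Of the unchanged genes, 0 of 1617, 0 of 1683 and 1 of 1651 were called. The intervals held the true value for 95.5%, 94.8% and 95.6% of genes. Of 40 planted genes that set the dksA strain apart, 40 were recovered over 1932 genes, and 4.5% of 200 random lists fell outside the range. That simulation holds counting error only. The 200 changed genes and the 40 that set dksA apart were planted with changes larger than 2-fold. Recovery of genes near that threshold was therefore not tested.

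Alternatives were pseudocounts of 0.1 and 10, minimum values of 10 and 200 and none, centring on the median, equal protein-coding totals, the RPKM column with its minimum scaled by the ratio of the columns, raw counts scaled by the upper quartile or by TMM, all annotated features, thresholds of 1.5-fold and 4-fold, an authors' q-value of 0.01, and random lists drawn as runs of neighbouring genes. Thinning the libraries to the smallest protein-coding total was added after the data were seen. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors only.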

Results

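Transcripts were measured in wild-type Escherichia coli and in strains that lack the transcription factor DksA, or DksA together with the elongation factor GreA, before and 5 min after nutrient limitation. The study looked for genes whose expression follows the ability to make polyphosphate, a linear polymer of phosphate. The total raw count was 18237370 before and 19461819 after the shift in wild type, 19976757 and 17058616 in dksA, and 17803976 and 25761050 in dksA greA. Between 74.9% and 80.4% of the counts on annotated features fell on rRNA genes. Protein-coding genes held 3146527 counts in the smallest library, dksA after the shift, and 5018770 in the largest, dksA greA after the shift. The median protein-coding gene had 126 and 112 raw counts in wild type before and after, 124 and 85 in dksA, and 147 and 155 in dksA greA. There were no replicates, so no difference below has a replicate check, and the intervals given cover counting error only.

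The disrupted genes were examined in every library. dksA (b0145, 160149 to 160604) had 3425 and 3758 raw counts in wild type before and after the shift. It had 8 and 7 in dksA and 14 and 15 in dksA greA. greA (b3181, 3328239 to 3328715) had 427 and 334 raw counts in wild type, 252 and 108 in dksA, and 43 and 26 in dksA greA. Both genes were lowest in the libraries whose labels name them as disrupted, and some counts remained on each.

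**Figure D1:**
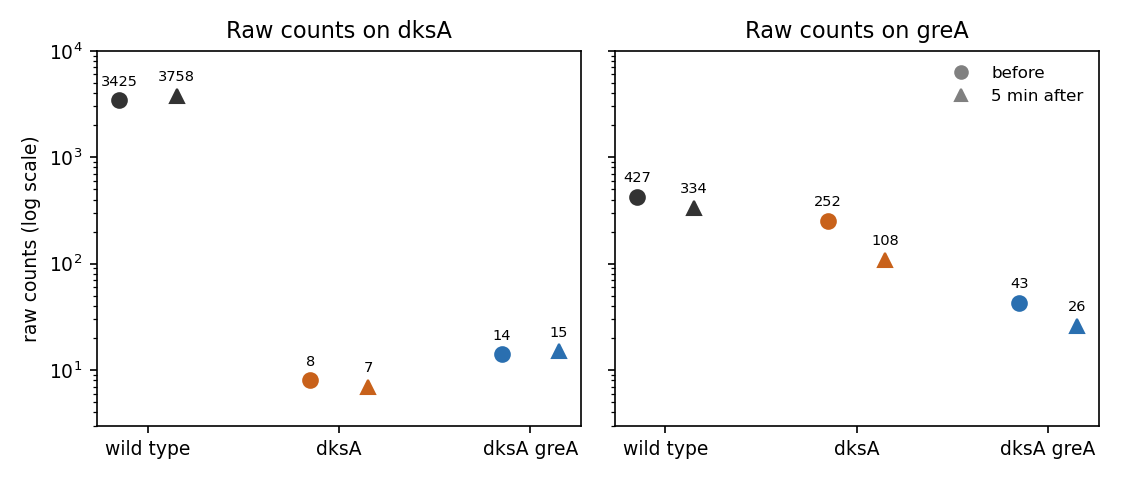
Raw counts on dksA (left) and greA (right) in each of the 6 libraries, on a log axis, with circles before and triangles 5 min after the shift. dksA fell from 3425 in wild type to 8 in dksA and 14 in dksA greA before the shift, and greA was lowest in dksA greA, at 43 and 26.

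The response to nutrient limitation was then counted within each strain. In wild type, 328 of 2014 counted genes were higher by at least 2-fold and 386 were lower. In dksA, 192 of 1941 were higher and 193 lower, and in dksA greA 148 of 1914 were higher and 151 lower. Counting error alone left the direction of few of these calls open. The 95% interval excluded 0 for 714 of 714 called genes in wild type, 384 of 385 in dksA and 299 of 299 in dksA greA. Whether it also excluded changes under 2-fold was not counted. For spoT, called lower in wild type at -1.01, it was -1.14 to -0.91 and included such changes. The minimum value moved the counts most at the 2-fold threshold: in wild type, 175 genes were higher and 132 lower with a minimum of 200, against 597 and 835 with none. Of 877 genes called in any strain, 167 were called in all 3, of which 95 were higher and 71 lower in each, and ndk was lower in wild type and higher in the mutants. Calls in a single strain numbered 421 in wild type, 66 in dksA and 36 in dksA greA.

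The balance of higher and lower calls depended on the scaling. Higher genes made up 45.9% of the calls in wild type, 49.9% in dksA and 49.5% in dksA greA. With TMM these shares were 54.7%, 66.5% and 60.4%, and with the RPKM column they were 41.6%, 38.7% and 26.8%. TMM moved the median log2 change of all compared genes by 0.10, 0.21 and 0.15 in wild type, dksA and dksA greA, and the RPKM column moved it by -0.07, -0.16 and -0.32. Changes smaller than these shifts have no settled direction.

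The authors' deposited table for each strain gives a q-value per gene. In the authors' deposited table, 98 protein-coding genes had a q-value under 0.05 in wild type, 81 in dksA and 140 in dksA greA. Of the genes called here by at least 2-fold, the authors' deposited table had a q-value under 0.05 for 56 of 714 in wild type, 63 of 385 in dksA and 68 of 299 in dksA greA. Of the genes with a q-value under 0.05 in the authors' deposited table, 42, 18 and 72 lay under the minimum value used here in wild type, dksA and dksA greA.

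The largest increases in wild type were in amino acid and sulfur genes. trpE (b1264) rose from 7 to 6854 raw counts, a log2 change of 9.82 with an interval of 8.87 to 11.23. cysD (b2752), cysP (b2425), ilvC (b3774) and asnA (b3744) had log2 changes of 9.10, 8.51, 8.51 and 8.45. In dksA the 5 highest were trpE at 8.63, asnA at 8.08, trpD, cysD at 7.78 and cysP at 7.45. trpD rose from 3 to 1369 raw counts in dksA, with a counting interval of 7.68 to 11.51 on the log2 scale. In dksA greA the 5 highest were asnA at 7.70, trpE at 7.43, mtr at 5.88, cysD at 5.37 and azuC. azuC had 1 raw count before the shift in dksA greA, so that its increase was at least 26.4-fold.

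Among decreases, tdcA (b3118) fell from 6248 to 56 raw counts in wild type, a log2 change of -6.74 with an interval of -7.23 to -6.44. It changed by -4.74 in dksA and by -4.41 in dksA greA. yjdO and yjdK were among the 5 lowest in every strain and had 3 counts or fewer in each library after the shift. yjdO was at least 38.8-fold, 12.4-fold and 26.1-fold lower in wild type, dksA and dksA greA, when its count after the shift was set to 3. yjdK was in the same way at least 24.9-fold lower in dksA and 33.7-fold lower in dksA greA, and in wild type it fell from 175 to 3 raw counts, with a counting interval of -8.18 to -4.31. The other genes of these sets were rbsA at -4.65 and apt at -4.36 in wild type, alaE at -3.41 and pyrD at -3.36 in dksA, and mocA at -3.22 and focA at -3.00 in dksA greA. rbsA changed by -1.04 in dksA and by -0.97 in dksA greA.

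The genes fixed for their link to polyphosphate, ppGpp and sigma factors followed no common direction. ppk, which encodes polyphosphate kinase, had log2 changes of -0.14 in wild type, -0.12 in dksA and -0.12 in dksA greA, and the counting interval included 0 in each strain. ppx, which encodes exopolyphosphatase, changed by -0.40 in wild type with an interval of -0.56 to -0.23, by 0.17 in dksA and by 0.00 in dksA greA, where the intervals included 0. rpoS rose by 2.35 in wild type, with an interval of 2.28 to 2.43, and by 0.66 in dksA and 0.66 in dksA greA. rpoH rose by 2.32, 2.12 and 1.62, and rpoE by 1.10, 0.89 and 1.10 in wild type, dksA and dksA greA. spoT changed by -1.01, -0.48 and -0.30 and relA by -0.61, -0.18 and 0.01. lon changed by -0.57 in wild type, 0.10 in dksA and -0.10 in dksA greA. rnk changed by -0.74, -0.43 and -0.56, and greB by 0.22, 0.09 and 0.43. rpoD changed by -0.12, -0.20 and 0.00, rpoN by 0.09, -0.25 and -0.24, and fliA by -0.32, 0.45 and 0.21. fecI had 16 raw counts or fewer in every library. For relA, ppk, lon and rpoD in dksA, for relA, lon and fliA in dksA greA, and for ppx in dksA, another scaling turned the sign of the change beyond the counting interval.

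The responses of the 3 strains were compared over 2268 genes. Across genes, which are not independent replicates, Pearson's r was 0.83 between wild type and dksA, with a bootstrap interval of 0.80 to 0.85. It was 0.78 between wild type and dksA greA (0.75 to 0.80) and 0.91 between dksA and dksA greA (0.89 to 0.92). Spearman's rho was 0.74, 0.68 and 0.85 for the same pairs. The slope of the dksA response on the wild-type response was 0.62, and that of dksA greA on wild type was 0.50. The responses of wild type and dksA differed by at least 2-fold for 422 genes, those of wild type and dksA greA for 516, and those of dksA and dksA greA for 84. Without a minimum value the 3 correlations were 0.70, 0.65 and 0.79. Simulated libraries with the same response in all strains gave a mean correlation of 0.98 for each pair with counting error only, and of 0.86 with an assumed coefficient of variation of 0.2 between libraries.

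**Figure D2:**
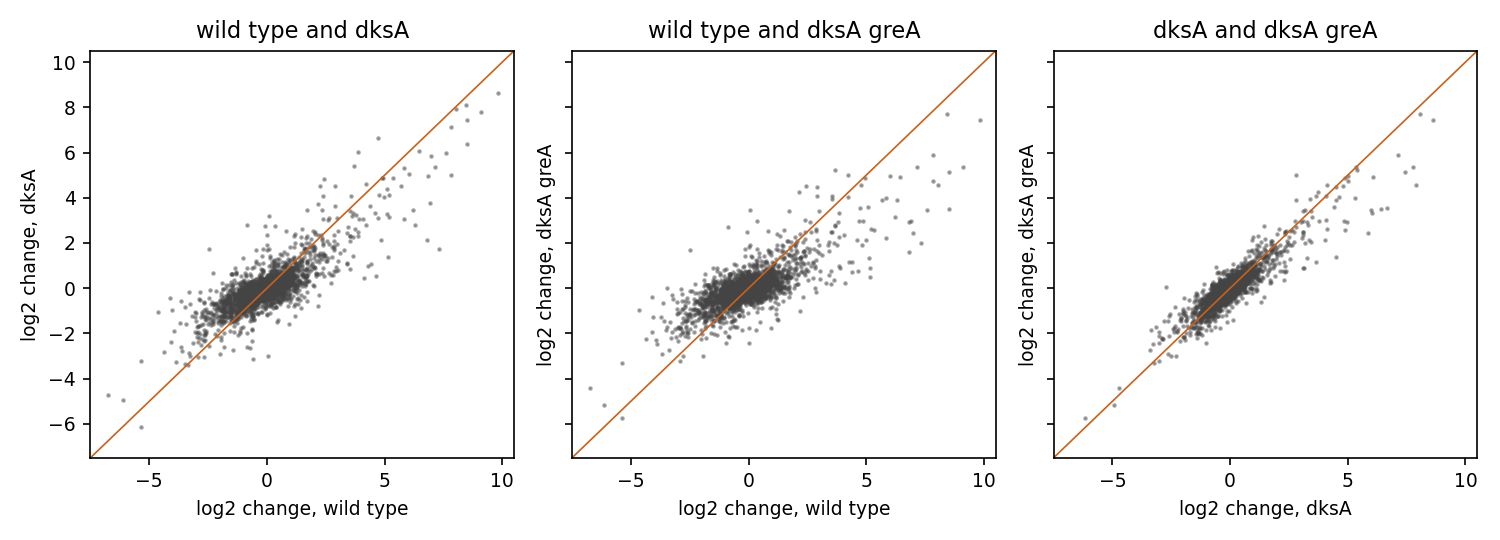
Log2 change after nutrient limitation per gene in pairs of strains, over 2268 protein-coding genes, with 1 point per gene and the line of equal change. Points lie closest to the line for dksA and dksA greA (r = 0.91), and large changes in wild type were smaller in the mutants (slopes of 0.62 and 0.50).

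The differences wild type minus dksA and dksA greA minus dksA share the dksA libraries, so chance alone correlates them. The observed correlation across genes was 0.02. Simulated libraries in which all strains had the same response gave 0.52 with counting error only and 0.50 with an assumed coefficient of variation of 0.2 between libraries.

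The study sought genes whose response in dksA differs from that of the other strains alike. The rule set dksA apart for 23 of 2268 genes, against 84 with wild type set apart and 43 with dksA greA set apart. Wild type responded more strongly than the others in 55 of its 84 genes. In 28 it responded more weakly or the other way, 9 of them with the opposite sign. dksA greA did so in 42 of its 43 genes, 4 of them with the opposite sign. Of the 23 genes, dksA responded more weakly than the other strains in 7, more strongly in 5, and in 11 its response lay between theirs. In those 11, wild type and dksA greA differed most from each other, so at most the other 12 have the pattern sought. The rule does not require wild type and dksA greA to be alike in these 12. For aroF, 1 of them, the changes were 6.31 in wild type, 2.81 in dksA and 3.89 in dksA greA. The number of genes in which dksA was the weakest or the strongest strain was 2 with a minimum value of 200. It was 22 with a minimum of 10, 56 with none, and 6 with a pseudocount of 10. The counts overlap, since 13 genes are counted for all 3 strains, and 124 different genes set a strain apart. In 50 simulated sets of libraries with a common response, counting error alone gave a mean of 3.72 such genes and at most 8. With an assumed coefficient of variation of 0.2, the mean was 20.6 and the highest number 34, so 23 genes lay within that range. That assumed spread may be too large, since it gave a mean correlation of 0.86 between dksA and dksA greA, against 0.91 observed. For genes in which dksA was the weakest or the strongest strain, that simulation gave a mean of 20.1, above the 12 observed. The corresponding highest numbers were 31 for wild type and 32 for dksA greA, below the 84 and 43 observed. A pseudocount of 10 lowered the dksA count to 13.

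The genes that set dksA apart with the largest gaps, where the other strains rose, were ypeC, yigI, ilvC, bhsA and psiE. ypeC had log2 changes of 2.25, 4.52 and 1.37 in wild type, dksA and dksA greA, and had 4 raw counts in dksA before the shift. yigI had 3.86 and 3.32 in wild type and dksA greA, and rose at least 46.8-fold in dksA. bhsA had 4.73 and 3.56 in those strains, from 5 raw counts in each, and rose at least 40.3-fold in dksA, from 1 raw count. With that count set to 3, its gap to wild type was 0.60 and bhsA no longer met the rule, while 22 of the 23 genes did. The dksA response lay between the others for ilvC, at 8.51 in wild type and 6.39 in dksA, with a rise from 111 to 1491 raw counts in dksA greA, and for psiE, which rose at least 148-fold in wild type, at least 39.8-fold in dksA, and by 2.94 on the log2 scale in dksA greA. Where the other strains fell, 2 genes met the rule. ibpA changed by -3.33, -0.15 and -1.51, with 18 and 11 raw counts in dksA. rspR changed by -1.46, -0.16 and -1.17. The counting interval of dksA overlapped that of another strain for ypeC, yigI, bhsA, psiE and ibpA, but not for ilvC and rspR. For ibpA it was -1.55 to 0.84 in dksA and -2.47 to -0.74 in dksA greA.

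The medians of the fixed gene lists are given next, as a description of these libraries. Amino acid biosynthesis, with 45 counted genes, had a median log2 change of 1.63 in wild type, 0.57 in dksA and 0.60 in dksA greA, each above the random range. With a minimum value of 200 and 24 genes, these medians were 3.51, 1.75 and 0.84. Purine biosynthesis, with 12 counted genes, rose by 1.03 in wild type, 2.41 in dksA and 2.57 in dksA greA, each above the random range. The RpoH-dependent list fell below it in every strain, with medians of -1.13, -0.58 and -0.39 over 19 genes, and the dksA median was -0.14, inside the range, with a minimum value of 200. The RpoN-dependent list, with 16 counted genes, was above its range in wild type at 0.88 and inside it in dksA at -0.19 and in dksA greA at -0.20, and with a minimum value of 200 its wild-type median was 0.05, inside the range. The Pho regulon had medians of 1.98, 0.96 and 1.17, each above the random range, but only 7 of its 20 genes passed the minimum, and without a minimum the medians were 0.06, 0.00 and 0.00, inside the range, as were the medians of 0.29, 0.02 and 0.11 with a minimum of 10. With a minimum value of 200 only 2 Pho genes were left, with medians of 5.11, 3.05 and 2.42 inside the range. Ribosomal proteins had a median of -0.11 in wild type, inside its range, and of 0.17 in dksA and 0.24 in dksA greA, above theirs. With the RPKM column the dksA greA median was -0.08, and against runs of neighbouring genes the ribosomal medians were at percentiles 89.9 and 91.5, inside the range. The RpoE-dependent list was at 0.30, 0.31 and 0.21, above its range in dksA only, and it was -0.11 in dksA greA with the RPKM column. The RpoS-dependent list, at 0.21, 0.13 and -0.06, the pyrimidine list, at -0.38, -0.24 and -0.52, and flagella and chemotaxis, at -0.71, -0.37 and -0.29, were inside their ranges. The wild-type flagellar median was close to the limit of -0.73: it was outside with a pseudocount of 0.1 (-0.85) and with TMM (-0.64), and was -0.07 without a minimum. Without a minimum the dksA greA medians of flagella and chemotaxis (-0.43) and of the pyrimidine list (-0.55) were below their ranges. The sign of the RpoS-dependent median turned with the minimum value in wild type, with the RPKM column in dksA and with TMM in dksA greA.

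**Figure D3:**
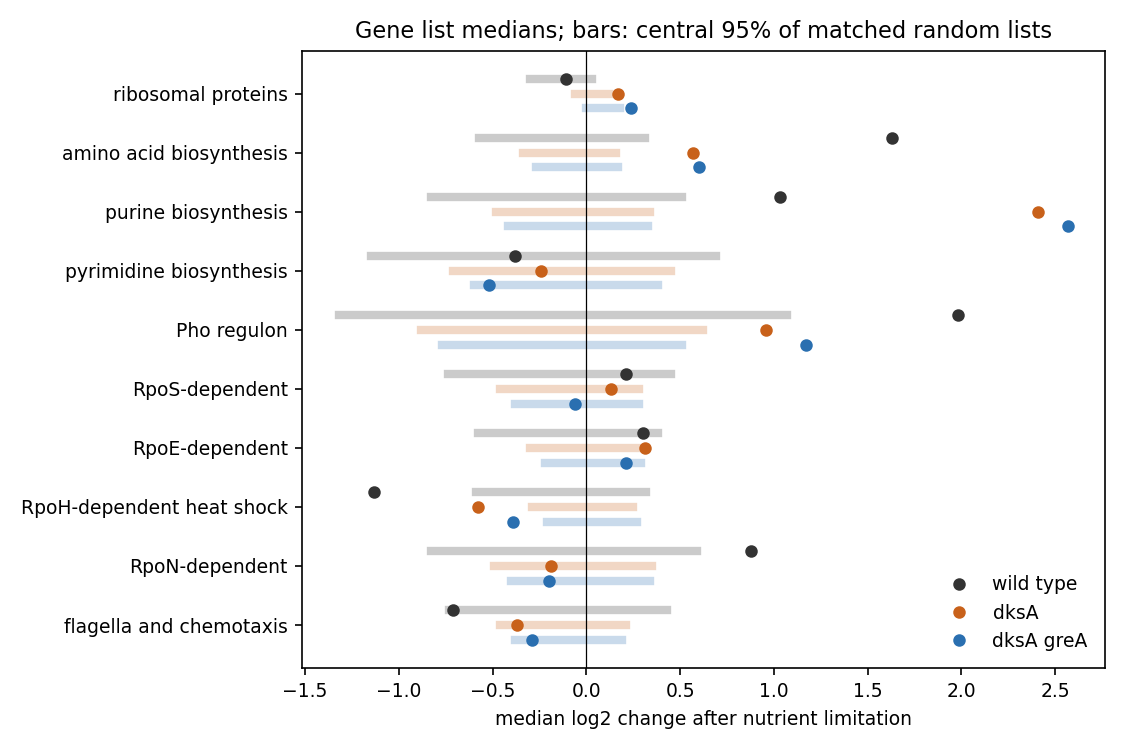
Median log2 change after nutrient limitation of each gene list per strain (points), with the central 95% of the medians of 10000 matched random lists (bars). Amino acid biosynthesis is highest in wild type (1.63), purine biosynthesis is lowest in wild type (1.03), and the RpoN-dependent list is outside its bar in wild type only.

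The difference wild type minus dksA was above its random range for amino acid biosynthesis (0.81), the RpoN-dependent list (0.92) and the RpoS-dependent list (0.41). The Pho regulon difference, at 0.75, was inside its range, close to the limit of 0.78. It was outside the range with a pseudocount of 10 (0.91), a minimum value of 10 (0.68), equal totals (0.90), the RPKM column (1.27), the upper quartile (1.03) and TMM (0.96). The RpoN-dependent difference was 0.13 with a minimum value of 200. The RpoS-dependent difference was -0.10 with a minimum value of 200 and -0.07 with a minimum of 10. The difference was below its range for purine biosynthesis (-0.78), RpoH-dependent genes (-0.50) and ribosomal proteins (-0.35). For dksA greA minus dksA, amino acid biosynthesis was below its range at -0.21, and the RpoE-dependent list was below it at -0.11 but inside the range for runs of neighbouring genes, with all annotated features and with a minimum value of 200. The RpoN-dependent value at a minimum of 200 and the RpoS-dependent values at 10, 200 and none (0.22) were inside the range. In all, 24 of the 50 list comparisons lay outside the range of single random genes and 21 outside that of neighbouring runs. Setting genes at 3 counts or fewer to 3 counts moved a list median by at most 0.29.

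Levels before the shift were compared between strains across separately normalized tables, which limits these ratios to a description. After centring, 303 of 1985 genes were higher by at least 2-fold in dksA than in wild type and 181 lower. Between dksA greA and dksA, 39 of 1879 genes were higher and 89 lower. Between dksA greA and wild type, 286 of 1979 were higher and 222 lower. With a minimum value of 200, dksA had 117 higher and 115 lower genes than wild type.

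The operons given next were chosen after their values were seen. Operons whose leading gene rose at least 8-fold in all strains were taken, with genes further along that rose at least 2-fold in any strain. Most of those genes further along rose less in the mutants relative to the leading gene. Over all downstream genes, the log2 ratio to the leading gene differed from wild type by a median of -0.94 (-2.27 to 0.24) in dksA. In dksA greA that median was -0.35 (-1.19 to 1.4), and both intervals included 0. These medians include genes that rose in no strain, whose ratio is higher where the leading gene is lower. In the trp operon the expression value after the shift was 905, 526, 227, 64 and 53 for trpE, trpD, trpC, trpB and trpA in wild type. For the same genes it was 793, 240, 25, 12 and 15 in dksA and 343, 23, 14, 10 and 16 in dksA greA. For cysD, cysN and cysC it was 2191, 357 and 26 in wild type, 881, 17 and 6 in dksA, and 123, 6 and 6 in dksA greA.

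**Figure D4:**
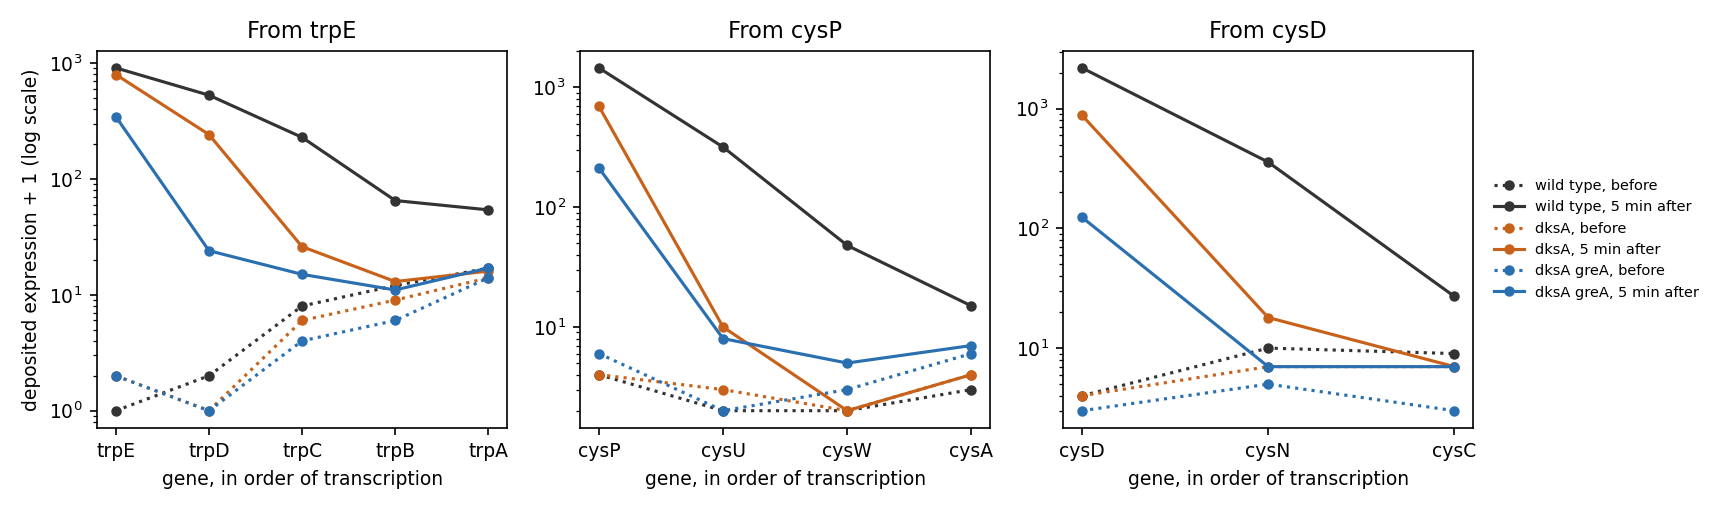
Deposited expression value plus 1, on a log axis, of genes in order of transcription from trpE, cysP and cysD, with dotted lines before and solid lines 5 min after the shift. After the shift trpC was at 227 in wild type, 25 in dksA and 14 in dksA greA, and cysN at 357, 17 and 6.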

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

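Tests in this part were chosen after the values were seen, except that on scaling. Each table lists a few transcripts that carry no gene name, 6 in wild type, 4 in dksA and 5 in dksA greA, and no comparison above uses them. They drew attention because they carry reads in a design without a control for them: 7658 raw counts over both libraries in wild type, 15234 in dksA and 4942 in dksA greA, far above a limit of 3 counts. Together they took between 0.00698% and 0.0434% of a library's counts. The highest was 3442475 to 3442589 in dksA, beside rpsM, with 5809 and 5101 raw counts. The strongest change was at 3266033 to 3266111 in dksA greA, beside tdcB, with 1693 counts before and 161 after, a log2 change of -3.59.

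A candidate explanation is that these are unannotated parts of the neighbouring genes' transcripts. All 15 lay within 300 nt of an annotated gene, which in a dense genome says little. Of the 13 whose counting interval excluded 0, 13 had the sign of the nearest gene's change, but for 5 of these a change was no larger than the shift between scalings, so its sign is not settled. Of the 8 with both changes beyond that shift, 8 had the same sign. The entries are not all separate places, so they are not independent. The place at 3888645 to 3888704, beside tnaA, is listed in wild type and in dksA. Entries beside fusA and beside trmD are listed in dksA and in dksA greA. The test could have come out the other way. It does not exclude separate small transcripts that follow the same promoter, and the strand of these entries is not given. No biological explanation was tested.

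Among genes called in a pair of strains, 2 were called in opposite directions, and both were singled out after their values were seen. ndk (b2518, 2644433 to 2644864) went from 491 to 89 raw counts in wild type, from 235 to 601 in dksA and from 532 to 1964 in dksA greA. Its log2 change in wild type differed by -4.21 from that in dksA and by -4.15 from that in dksA greA. maa (b0459, 479367 to 479918) went from 173 to 400 raw counts in wild type, from 442 to 205 in dksA and from 570 to 295 in dksA greA. Its log2 change in wild type differed by 1.89 from that in dksA and by 2.33 from that in dksA greA. Without the minimum in each strain, 6 of the 2268 compared genes changed by at least 2-fold in opposite directions. These differences were not tested, since there are no replicates. Of the 4 pairs of strains in which these genes had counting intervals on opposite sides of 0, 3 are the opposite calls. The other is maa in wild type against dksA, where the dksA change of -0.71 was under 2-fold. The 4 of 4 pairs kept opposite signs under TMM, equal totals, centring and the deposited values. This outcome was set by the size of the changes. TMM moved the dksA median by 0.21, against a change of -0.71 for maa in dksA. Shifts as small as those between these scalings are therefore too small to give the opposite signs. Variation between single libraries and a difference between the strains stay open and were not tested. The genes named by the rules fixed earlier, and the gene lists, had no such pair with both changes beyond the counting interval or the random range.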

How the results depend on the processing

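The thinning to equal depth was chosen after seeing the data. The counts of changed genes depended mostly on the minimum value and the threshold. With a minimum of 200, higher genes numbered 175, 102 and 83 in wild type, dksA and dksA greA, and lower genes 132, 50 and 37. With no minimum they were 597, 356 and 288 higher and 835, 657 and 581 lower. With a minimum of 10, lower genes numbered 635, 386 and 319. At 1.5-fold there were 513, 320 and 275 higher and 625, 418 and 322 lower, and at 4-fold 136, 78 and 59 higher and 94, 42 and 25 lower. These follow from admitting more or fewer genes. TMM gave 124 lower genes in dksA and the RPKM column gave 303 lower genes in dksA greA, in the direction of the shift each scaling makes. In each of these settings wild type had the most higher genes and the most lower genes of the strains. Thinning gave 323, 193 and 147 higher and 382, 184 and 148 lower genes.

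The number of genes that set a strain apart moved in the same way. It was 52 and 11 for wild type and dksA with a minimum of 200, and 176, 68 and 101 for wild type, dksA and dksA greA with none. It was 261, 94 and 156 at 1.5-fold, and 14, 2 and 11 at 4-fold. With a pseudocount of 10 it was 13 for dksA, and the cause was not tested. In each setting dksA had the fewest. The number in which dksA was the weakest or the strongest strain, added after the data were seen, was 12 as reported. It was 22, 2 and 56 with minimum values of 10, 200 and none, 56 at 1.5-fold, 1 at 4-fold and 6 with a pseudocount of 10.

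The correlation of wild type with dksA was 0.77, 0.87 and 0.70 with minimum values of 10, 200 and none. That of wild type with dksA greA was 0.72, 0.82 and 0.65, and 0.74 with a pseudocount of 10. That of dksA with dksA greA was 0.87, 0.94 and 0.79. The correlations rose with the minimum value, and the cause was not tested.

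With a minimum of 200, 3 lists lay outside the random range in wild type and 1 for dksA greA minus dksA. Each list except ribosomal proteins then had fewer genes. For the latter, all annotated features and runs of neighbouring genes each gave 1, and the cause was not tested. Before the shift, a minimum of 200 gave 117 higher and 115 lower genes in dksA than in wild type, 32 lower in dksA greA than in dksA, and 112 higher and 108 lower in dksA greA than in wild type. The other counts of changed genes, of genes that set a strain apart and of lists outside the range stayed within 1.5 times the reported ones, as did those before the shift, including those at an authors' q-value of 0.01.

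Of 550 alternative values of list medians, 31 moved beyond the bootstrap interval, 19 to a larger and 12 to a smaller size, and 6 of those changed sign. In all, 29 changed sign, most of them within that interval. Of 686 alternative values for named genes, 98 moved beyond the counting interval, 34 larger and 64 smaller, and 8 of those changed sign. A strain's own response could not be tested, because each group has a single library. A comparison of before with after paired by strain, for a response common to the strains, was possible but was not run. Leaving out a replicate, edgeR against DESeq2 and a replicate block were not run, since no group has a replicate.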

Other observations

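All tests in this part except that on gene dosage were chosen, or given their present form, after the values were seen. The fall along induced operons was tested over runs of genes on the same strand with gaps of up to 100 nt whose leading gene rose at least 8-fold in all strains. This gave 14 downstream genes in 7 operons, within 6000 nt of the leading gene, each of which rose at least 2-fold in one or more strains. The increase of a downstream gene relative to the leading gene was lower in dksA than in wild type for 13 of 14 genes (92.9%) and in dksA greA for 11 of 14 (78.6%). By operon it was lower in 6 of 7 for dksA, with an exact interval of 42.1% to 99.6%, and in 5 of 7 for dksA greA, with 29.0% to 96.3%. The 7 operons include yigI with yigG, a gene of 5 raw counts or fewer in every library, which the rule admits.

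A uniformly weaker induction would not lower the level of a downstream gene relative to the leading gene. In 13 of these genes, in 6 operons with enough counts after the shift, the log2 ratio of downstream to leading gene differed between dksA and wild type by a median of -2.23. With operons drawn again the interval was -2.98 to -0.71, so the ratio was lower in dksA for these genes. They were kept because they rose in one or more strains, and they include the operons that prompted the test. Over all 19 downstream genes, which include genes that rose in no strain, the median was -0.94 (-2.27 to 0.24), an interval that includes 0. The level of a gene that did not rise need not follow the leading gene, so its ratio is higher where the leading gene is lower. Without that filter, the ratio therefore cannot decide for or against uniformly weaker induction in either mutant. In dksA greA the median over the 13 genes was -1.19 (-1.69 to 0.48). Uniformly weaker induction cannot be told apart there, at this number of operons. Over all 19 downstream genes the dksA greA median was -0.35 (-1.19 to 1.4), with 4 of 8 operons below 0.

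Loss of distal signal throughout the dksA or the dksA greA libraries was argued against. In 132 operons whose leading gene changed little, the same ratio differed between dksA and wild type by a median of -0.08 (-0.17 to 0.00), and 0 of the 132 operons (0.00%, exact upper limit 2.76%) were as low as the median of the induced operons. In dksA greA it differed by -0.04 (-0.13 to 0.03), and 2 of the 132 (1.52%, 0.184% to 5.37%) were as low. Rounding of low values was argued against too, since unrounded values left the share at 92.9% and changed the call of 0 of 14 genes, a criterion set after that share was known. A transcription front still moving along the operons at 5 min stays open. The rank correlations of relative increase with distance were -0.44, -0.45 and -0.27 in wild type, dksA and dksA greA. They have no interval, over 14 genes in 7 operons, and were not more negative in dksA greA and about equal in dksA. They therefore cannot decide whether such a front contributes to the difference between strains. Early termination and mRNA decay also predict a fall with distance and stay open. A biological difference between the strains stays open too and was not tested apart from these.

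Heat shock genes were higher in wild type than in the mutants, as levels across separately normalized tables. The median log2 ratio of dksA to wild type over the RpoH-dependent list was -2.19 before the shift and -1.59 after it (-2.13 to -0.72), so a state of the single wild-type library before the shift does not account for all of it. With TMM the ratio before the shift was -2.26, which argues against scaling. A state of the wild-type cells at both times could give the same values and stays open, since each strain has a single library at each time and levels come from separate tables. A strain difference also stays open and was not tested.

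For the 23 genes that set dksA apart, thinning all libraries to equal depth left 20, of which 14 were among the 23, but that depth is the dksA library's own after the shift, so its counting noise was left as it was. Whether its lower depth contributes therefore cannot be told apart from the other causes. Variation between single libraries could give the number. An assumed coefficient of variation of 0.2 gave a mean of 20.6. That spread gave a mean correlation of 0.86 for each pair of strains, below the 0.91 observed between dksA and dksA greA. It may therefore be larger than the spread of these libraries. With no replicates the true variation is unknown, and the pattern and such variation cannot be told apart. A response tied to polyphosphate synthesis is untested for the same reason.

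The gene next to dksA, gluQ, had 149 raw counts in wild type before the shift, 14 in dksA and 45 in dksA greA. After the shift it had 40, 13 and 57, and across the separately normalized tables the log2 ratio of dksA greA to wild type was 0.15 (-0.51 to 0.72). Polarity of the insertion might lower gluQ, but the later dksA greA library did not have it lower, and with a single gene at low counts the cause cannot be told apart from library variation.

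The ratio of dksA to wild type before the shift rose with distance from the replication origin, with a rank correlation across 1985 genes of 0.16. Of 1000 circular shifts of the gene order, 44 gave one as large. A gene dosage difference linked to growth rate may contribute. The relation is weak and leaves most of the variation between genes to other causes.

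Levels of the gene lists before the shift were examined after the data were seen. Flagella and chemotaxis genes had a median log2 ratio of dksA to wild type of 3.68 and pyrimidine genes of 2.41, while for dksA greA to dksA the RpoS-dependent list was at -1.43. tnaA was singled out after its values were seen: in dksA greA it had 3859 raw counts before the shift, against 69709 in dksA and 66397 in wild type.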
